# MicroRNAs 218a-5p, 219a-5p, and 221-3p regulate vestibular compensation

**DOI:** 10.1038/s41598-017-09422-8

**Published:** 2017-08-18

**Authors:** Mun Young Chang, Sohyeon Park, Jun Jae Choi, Young-Kook Kim, Myung-Whan Suh, Jun Ho Lee, Seung Ha Oh, Moo Kyun Park

## Abstract

Unilateral vestibular deafferentation (UVD) interrupts afferent signals from one side, resulting in an imbalance of the resting activity between bilateral vestibular nuclei. Vestibular compensation is the process of balancing the resting activity to reestablish homeostasis. Here, we investigated microRNAs (miRNAs) that regulate vestibular compensation using the Sprague–Dawley rat. After determining the progression of vestibular compensation following UVD, microarray analysis was performed and nine miRNAs were selected as candidates. Following validation by quantitative reverse transcription-PCR, three miRNAs remained. We assessed the effect of these miRNAs on vestibular compensation using miRNA oligomers. We compared the results of the rotarod test and 5-bromo-2′-deoxyuridine immunohistochemistry following UVD between the control group and the groups in which the candidate miRNA oligomers were administered. Administration of miR-218a-5p, 219a-5p, and 221-3p oligomers significantly affected vestibular compensation. Target pathway analysis of these miRNAs supported our results. Our findings suggest that the miRNAs 218a-5p, 219a-5p, and 221-3p regulate vestibular compensation.

## Introduction

Normal vestibular function, which is essential for balance, depends upon symmetrical afferent signals from vestibular organs in the inner ears. Afferent signals converge upon the brainstem vestibular nuclei and affect oculomotor and postural reflex function. Unilateral vestibular deafferentation (UVD) induces complete or partial interruption of the afferent signals from one side leading to severe imbalance of the resting activity between the ipsilesional and contralesional vestibular nuclei neurons^1^. This imbalance impairs oculomotor and postural reflex function and causes severe dizziness^2, 3^. These symptoms disappear as vestibular compensation is achieved. However, in some patients with UVD, proper vestibular compensation is not achieved and the dizziness continues. The prevalence of dizziness caused by vestibular dysfunction has been reported to range from 1.8% to 35.4%^4–6^. Therefore, identifying the mechanism underlying vestibular compensation may be useful in the management of patients with UVD.

Vestibular compensation is a process in which the firing rates of bilateral vestibular nuclei neurons are rebalanced, resulting in bilateral excitability homeostasis. It is thought that vestibular compensation is achieved mainly through the modulation of inhibitory systems in the medial vestibular nucleus (MVN)^7–9^. Vestibular compensation progresses rapidly and the initial symptoms caused by UVD improve over days to weeks^10^. Vestibular compensation is a phenomenon typical of rapidly progressive neuronal plasticity^11^, which is an attractive model for neuronal plasticity research.

MicroRNAs (miRNAs) are small non-coding RNAs that post-transcriptionally regulate gene expression through translational repression or degradation of mRNA^12^. It is now accepted that the expression of most genes is modulated by miRNAs. Sequentially acting miRNAs are involved in most biological processes. Furthermore, it has been found that miRNAs are involved in the pathogenesis of several diseases, including neurological and cardiovascular diseases, cancer, and diabetes mellitus and miRNAs are now being recognized as potential therapeutics^13–15^.

miRNAs are abundant in the brain and play a crucial role in the development and function of the neuronal network, including neurogenesis, synaptogenesis, and regulation of morphogenesis^16–18^. It is reasonable to postulate that miRNAs play an important role in vestibular compensation. To the best of our knowledge, however, miRNAs involved in vestibular compensation have not yet been reported. In the present study, we identified miRNAs that regulate vestibular compensation following UVD. The study consisted of five steps: determination of the progression of vestibular compensation following UVD, microarray analysis, quantitative reverse transcription (qRT)-PCR validation of miRNA expression, validation using candidate miRNA oligomers, and finally target pathway analysis of the candidate miRNAs. This study will help lay the foundation for future studies of the functional mechanism of vestibular compensation and neuronal plasticity.

## Results

### Vestibular compensation time course

To identify the progression of vestibular compensation following UVD, we studied two experimental groups using seven-week-old male Sprague–Dawley rats (200–250 g): the UVD group underwent unilateral labyrinthectomy (*n* = 6) (Fig. 1), and the sham operation (SO) group underwent a sham operation (*n* = 6). Both operations were performed on the left side. The behavioral scoring for vestibular deficits and the rotarod test were performed at 4 h, and 1, 2, 3, 4, 5, 6, and 7 d after surgery.

**Figure 1:**
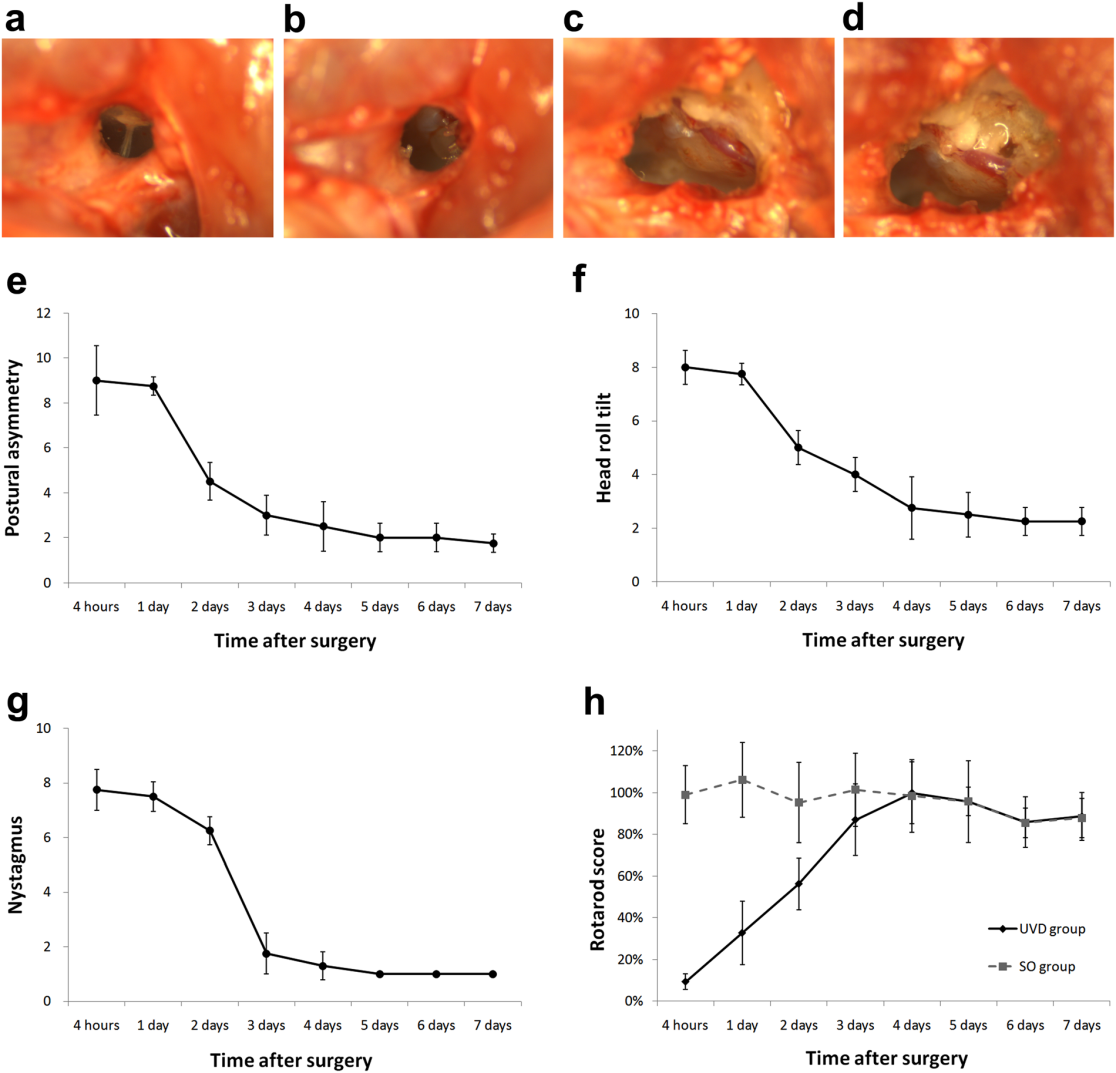
Labyrinthectomy procedure and progression of vestibular compensation after unilateral labyrinthectomy. (**a**) The tympanic membrane was exposed. (**b**) The tympanic membrane and ossicles were removed with the exception of the stapes. (**c**,**d**) The muscles on the lamboidal ridge were detached. The bone around the point of exit of the facial nerve was drilled and the bony lateral semicircular canal was exposed. Following the lateral semicircular canal anteriorly, the lateral semicircular canal was opened and the superior semicircular canal was drilled through. (**e**–**h**) Twelve SD rats were divided into two groups: the UVD group underwent unilateral labyrinthectomy (n = 6) and the SO group underwent a sham operation (n = 6). Postural asymmetry (**e**) head roll tilt (**f**) and nystagmus (**g**) were evaluated in the UVD group following surgery. Postural asymmetry and head roll tilt gradually improved over time and reached a minimum value approximately 4 d after surgery. Nystagmus significantly decreased 3 d after surgery and disappeared 4 d after surgery in almost all of the animals. (**h**) The mean rotarod scores of the UVD group increased over time following surgery and reached a maximum value 4 d after surgery. The average scores of the SO group remained steady following surgery. The error bars indicate standard error. SD, Sprague–Dawle; UVD, unilateral vestibular deafferentation; SO, sham operation.

To score the vestibular deficits, postural asymmetry, head roll tilt, and nystagmus were assessed^19^. Higher scores indicate a more uncompensated state. In the UVD group, all of the animals showed severe vestibular deficits immediately following surgery. Postural asymmetry and head roll tilt gradually improved over time and reached a minimum value approximately 4 d following surgery (Fig. 1a,b). Nystagmus decreased significantly 3 d following surgery and disappeared 4 d following surgery in nearly all of the animals (Fig. 1c). The SO group showed no vestibular deficits.

Animals were trained on an automated four-lane rotarod unit (EGR FINE with 7-cm-diameter drums; Seoul, South Korea) for 10 d before surgery. The test was performed following the surgery. The latency to fall was recorded as the length of time each animal stayed on the drum. The test scores are presented as the percentage of the latency to fall during the test phase over the longest latency to fall during the training phase. The average scores of the UVD group increased over time after surgery and reached a maximum value 4 d after the surgery. The average scores of the SO group remained constant following surgery (Fig. 1d).

### Selection of candidate miRNAs using microarray analysis

Based on the results of the vestibular compensation time course, we chose two timepoints to harvest the MVNs for microarray: 4 h and 4 d after surgery. Twenty-four animals were randomly divided into one of two experimental groups: a UVD group that underwent unilateral labyrinthectomy (*n* = 12) and an SO group that underwent a sham operation (*n* = 12). Both operations were performed on the left side. Six animals from each group were anesthetized and euthanized at 4 h and 4 d following surgery. Brain tissue was harvested and the MVN on the left side was dissected. The MVNs from three animals were used for one microarray sample. Two samples were obtained for each timepoint in each group. miRNA microarrays were performed at BioCore Co., Ltd. (Seoul, South Korea) using the Agilent Rat miRNA Microarray 8 × 15 K platform.

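The microarray data consisted of 8 arrays on 1 slide, 2 for each of 4 groups: the UVD group at 4 h and at 4 d, and the SO group at 4 h and at 4 d. Each array measured RNA pooled from the left MVNs of 3 rats, so the spread between the arrays of a group is a spread between pools of different animals. The MVN is the brainstem nucleus that receives vestibular nerve input, and UVD removes that input on the operated side. The paper gives 100% ethanol for the destruction of the labyrinth, and the sample labels give 99%. RNA was labeled with a single dye, and Agilent Feature Extraction software summed the background-subtracted signals of the spots of each miRNA into 1 total gene signal, with 16 spots for each of 758 rat miRNAs. Between 378 and 430 miRNAs were detected per array (median 414), and the array with 378 was replicate 2 of the UVD group at 4 h. The UVD group had 378 and 429 detected miRNAs at 4 h and 423 and 430 at 4 d. The SO group had 408 and 415 at 4 h. On no array were 313 miRNAs detected, and no spot was saturated. Here the total gene signals were quantile normalized over the 8 arrays, and values under 1 were set to 1. The log2 values of the 422 miRNAs detected on both arrays of at least 1 group were compared with limma, with all 4 groups in 1 model. Group values are given as mean normalized intensity ± SD. The arrays of a group differed by a median of 0.09 to 0.15 on the log2 scale. Between 9.00% and 11.8% of the tested miRNAs were equal on both arrays of a group, which gives an SD of 0. Of these 38 to 50 miRNAs per group, 2 to 11 were at the floor of 1 on both arrays, and the others had the same rank on both. The arrays of the UVD group lay in row 2 of the slide and those of the SO group in row 1, with 4 h in columns 3 and 4 and 4 d in columns 1 and 2. Slide position and group can therefore not be told apart.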

We selected the first candidate miRNAs, which were believed to be involved in vestibular compensation, based on the results of the microarray analysis. Selection criteria were as follows. 

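In the SO group, miR-10a-5p and miR-10b-5p, which are encoded within Hox gene clusters, and the neuron-enriched miR-7a-5p and miR-137-3p were lower at 4 d than at 4 h after the sham operation. Normalized intensity of miR-10a-5p fell from 472 ± 27.7 at 4 h to 193 ± 47.3 at 4 d (SD, n = 2 arrays), and that of miR-7a-5p fell from 868 ± 0 to 385 ± 94.7. Normalized intensity of miR-137-3p fell from 1038 ± 10.9 to 569 ± 63.2. miR-34c-5p, a miRNA of ciliated cells, rose from 635 ± 64.0 to 988 ± 17.2. Between the timepoints of the SO group, limma called 7 of 422 miRNAs at an adjusted p under 0.05, 1 higher and 6 lower at 4 d. An unadjusted p under 0.05 was reached by 100, where chance would give 21.1. The log2 fold change was -1.31 for miR-10a-5p (standard error 0.17, adjusted p = 0.0386), and -1.17 for miR-10b-5p and -1.19 for miR-7a-5p (adjusted p = 0.0437 for both). It was -0.87 for miR-137-3p (adjusted p = 0.0383) and 0.64 for miR-34c-5p (adjusted p = 0.0386). miR-7a-2-3p, from the other arm of a miR-7a precursor, fell by 1.55 (adjusted p = 0.00196) at the low intensities of 18.4 and 6.29. miR-344b-5p was detected on both SO arrays at 4 h, at an intensity of 3.74 ± 0.89, and on neither at 4 d (adjusted p = 0.0119, from values set to the floor).
Of 14 neuron-enriched miRNAs listed before the data were examined, 9 had a lower mean at 4 d. The list was lower by camera, limma's test of a list against the other miRNAs (median log2 fold change -0.08, adjusted p = 0.0452; adjusted p = 0.569 with an estimated correlation between miRNAs). This call was lost in 12 of 19 alternatives, and its median was 0.17 with scaling to the 75th percentile of all miRNAs, where that of all miRNAs was 0.20. Its 2 members miR-137-3p and miR-7a-5p fell, and 5 fell when adjusted over the list alone. Of 29 miRNAs of the imprinted Dlk1-Dio3 cluster, 27 had a lower mean at 4 d, with a median log2 fold change of -0.24 (camera adjusted p = 3.84e-07; adjusted p = 0.569 with an estimated correlation). No member of the cluster passed over all miRNAs, and 12 fell when adjusted over the list alone, among them miR-379-5p (-0.38) and miR-411-5p (-0.31). All 10 miRNAs of the miR-17 family clusters, which are linked to cell proliferation, had a higher mean at 4 d (median 0.21, camera adjusted p = 0.00329), and 5 of 7 microglial and leukocyte miRNAs did (median 0.33, camera adjusted p = 0.0452; adjusted p = 0.569 with an estimated correlation for both). Of the latter, 3 rose when adjusted over the list alone, and the call of their list was lost in 10 of 19 alternatives. All 4 erythroid miRNAs had a higher mean too (median 0.26, camera adjusted p = 0.4). So did 7 of 10 choroid plexus and ciliated ependyma miRNAs (median 0.15) and all 5 muscle miRNAs (median 0.36). Neither of these lists passed (camera adjusted p = 0.0714 for both). With scaling to the 75th percentile of all miRNAs, the median was -0.09 for the Dlk1-Dio3 cluster and 0.38 for the miR-17 family clusters, and with normexp it was 0.18 for the microglial list. Of the 7 calls, 6 were lost when each array was scaled by its 75th percentile in place of quantile normalization. Their log2 fold changes there were between -1.36 and 0.65, with adjusted p between 0.0751 and 0.109. Over all alternatives, the call was lost in 6 of 21 for miR-7a-2-3p, 11 of 20 for miR-344b-5p and 12 or 13 of 21 for each of the others. With normexp the log2 fold change of miR-7a-2-3p was -0.14. Normexp was run with an offset of 50, which by itself shrinks the fold changes of weak signals. Its values, here and below, therefore do not tell whether a change at low intensity is robust.

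**Figure D1:**
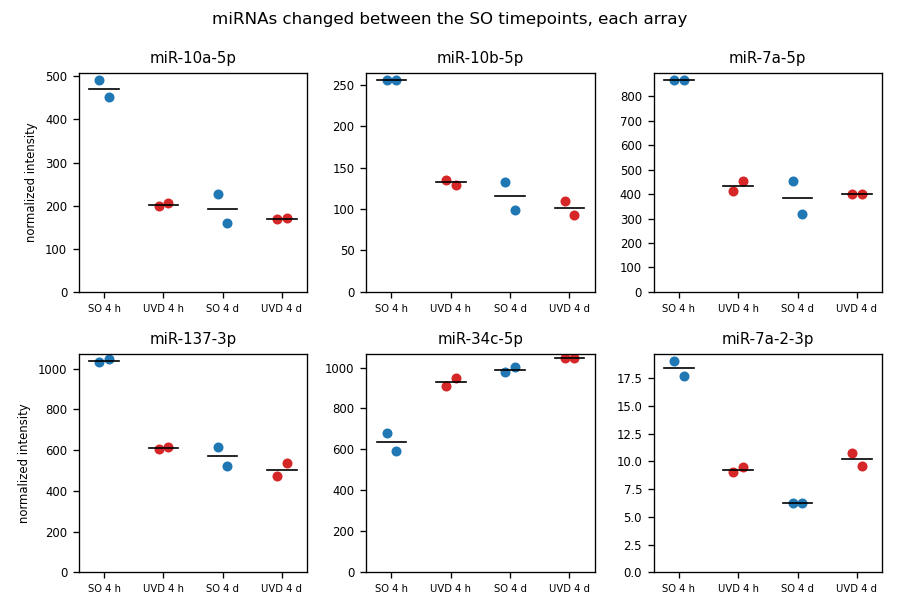
Normalized intensity of 6 of the 7 miRNAs called between the timepoints of the SO group, on a linear axis from 0. Each point is 1 array, blue for the SO group and red for the UVD group, and the black line is the mean of 2 arrays. miR-10a-5p, miR-10b-5p, miR-7a-5p, miR-137-3p and miR-7a-2-3p lie highest on the SO arrays at 4 h, and miR-34c-5p lies lowest there.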

First, miRNAs in which the fold change of normalized intensity values between the two timepoints in the SO group was greater than 1.20 or less than 0.83 with *p* < 0.15 determined by Student’s *t*-test were excluded. Then, miRNAs not expressed in humans were excluded. Among the remaining miRNAs, those that satisfied one or both of the following criteria were selected: 1) fold change of the normalized intensity values between the two timepoints in the UVD group was greater than 1.30 or less than 0.77 with *p* < 0.15 determined by Student’s *t*-test, and 2) fold change of the normalized intensity values between the UVD and SO groups at the same timepoint was greater than 1.20 or less than 0.83 with *p* < 0.15 determined by Student’s *t*-test. 

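At 4 h, miR-7a-2-3p had a lower intensity in the UVD group (9.26 ± 0.37) than in the SO group (18.4 ± 0.98; SD, n = 2 arrays each), and miR-344b-5p was detected on both SO arrays and on neither UVD array. The mean of miR-344b-5p on the SO arrays lay below the lowest signal detected on replicate 2 of the UVD group (6.15), so its absence there sets no limit on its level. Among miRNAs that did not pass at 4 h, log2 fold changes were -1.22 for miR-10a-5p and -0.77 for miR-137-3p (adjusted p = 0.0686 for both). miR-7a-5p had a fold change of 0.498 (adjusted p = 0.0866). For these miRNAs the SO arrays at 4 h were the high ones. Means of miR-7a-2-3p at 4 d were 10.2 in the UVD group and 6.29 in the SO group. miR-10a-5p had 203 and 170 in the UVD group at 4 h and 4 d, and 472 and 193 in the SO group. The 4 h comparison and that between the SO timepoints share these SO arrays, so their calls are not independent. At 4 d, miR-1298 had the largest difference, with an intensity of 86.8 ± 53.5 in the UVD group and 14.6 ± 5.73 in the SO group, and did not pass (adjusted p = 0.419). Between the UVD and SO groups at 4 h, limma called 2 of 422 miRNAs at an adjusted p under 0.05, miR-7a-2-3p and miR-344b-5p (adjusted p = 0.0119 for both). miR-7a-2-3p was lower in the UVD group (log2 fold change -0.99), and the call of miR-344b-5p came from values set to the floor. The call of miR-7a-2-3p was lost in 9 of 21 alternatives, with -0.11 for normexp on the median signal, and that of miR-344b-5p in 10 of 20. At 4 d, limma called 0 miRNAs, with 16 at an unadjusted p under 0.05, and the methods' t-test called 0 after Benjamini-Hochberg adjustment. At the paper's p limit the methods' t-test gave 59 miRNAs at 4 d, of any fold change.
Of the 29 miRNAs of the Dlk1-Dio3 cluster, 26 had a lower mean in the UVD group at 4 h (median log2 fold change -0.22, camera adjusted p = 7.11e-05; adjusted p = 0.569 with an estimated correlation between miRNAs), with miR-411-5p at -0.26 and miR-539-5p at -0.36. No member passed over all miRNAs or when adjusted over the list alone. The call was kept in 19 other alternatives, with a median of -0.04 with scaling to the 75th percentile of all miRNAs, where that of all miRNAs was 0.15. At 4 d the Dlk1-Dio3 cluster did not pass (22 of 29 lower, median -0.07, camera adjusted p = 0.0821). Its 4 h difference shares the SO arrays at 4 h with its change between the SO timepoints. Neuron-enriched miRNAs (9 of 14 lower at 4 h, camera adjusted p = 0.247) did not pass, and 3 fell when adjusted over the list alone. Choroid plexus and ciliated ependyma miRNAs (7 of 10 higher at 4 h, camera adjusted p = 0.0821) did not pass, and 2 rose over the list alone. At 4 d, all 6 miRNAs that depend on neuronal activity had a lower mean in the UVD group (median -0.25, camera adjusted p = 0.0205; adjusted p = 0.569 with an estimated correlation), including miR-212-5p (-0.52) and miR-134-5p (-0.28). The list also holds miR-134-3p (-0.38), from the other arm of the miR-134 precursor, so its members are not independent. Whether its decrease is separate from that of the Dlk1-Dio3 cluster was not tested. Higher in the UVD group at 4 d were the miRNAs of choroid plexus and ciliated ependyma (8 of 10 members, median 0.41, camera adjusted p = 0.00076; adjusted p = 0.569 with an estimated correlation), which include the candidate miR-204-5p. So were the miR-17 family clusters (10 of 10, median 0.16, camera adjusted p = 0.00076), microglial and leukocyte miRNAs (6 of 7, median 0.14, camera adjusted p = 0.0452) and let-7 (7 of 9, median 0.04, camera adjusted p = 0.0467), with adjusted p = 0.569 with an estimated correlation for each. Of 19 alternatives, the call of the microglial list was lost in 12, that of let-7 in 10 that of the activity list in 5 and that of the miR-17 family clusters in 2, with a miR-17 median of 0.037 without UVD 4 d replicate 2. The choroid plexus call was lost in 1, without UVD 4 d replicate 1 (median 0.20), and its median was 0.092 with normexp. The study chose miR-204-5p of this list on the UVD arrays, and no list test without it is given. Without SO 4 d replicate 1 the median was 0.033 for the microglial list and -0.15 for the activity list, which had -0.054 with normexp. Within the choroid plexus list, 2 members rose when adjusted over the list alone, and no member of the other lists did. No list test is given for the 4 cerebellum-enriched miRNAs at 4 d, since the study chose 2 of them on these arrays. miR-1298 had an intensity of 124.6 on 1 UVD array at 4 d and 48.9 on the other, and miR-223-3p, a leukocyte miRNA, had 77.5 and 266.6. The lists for oligodendrocytes, astrocytes and reactive glia, blood, vessel and muscle did not pass between the groups at either timepoint, with camera adjusted p between 0.0807 and 0.942. The smallest was that of muscle miRNAs at 4 h (4 of 5 higher in the UVD group, median 0.49), of which the study chose 2 for this difference on these arrays, and of vessel miRNAs at 4 d (5 of 5 lower, median -0.11).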

Based on these criteria, miR-31a-5p, 133a-3p, 133b-3p, 204-5p, 206-3p, 218a-5p, 219a-5p, 221-3p, and 497-5p were selected as the first candidate miRNAs (Table 1).

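Of the 5 candidates taken from the UVD timepoints, miR-204-5p, miR-206-3p, miR-221-3p and miR-497-5p had a higher mean at 4 d than at 4 h and miR-218a-5p had a lower one. Normalized intensity of miR-204-5p, which is abundant in choroid plexus, was 3957 ± 0 at 4 h and 5948 ± 1127 at 4 d (SD, n = 2 arrays), and that of miR-221-3p was 94.2 ± 9.73 and 148 ± 22.2. That of miR-218a-5p, a neuron-enriched miRNA, was 4163 ± 484 and 2949 ± 0. At 4 h the muscle miRNAs miR-133a-3p and miR-133b-3p had mean intensities of 147 ± 17.0 and 1921 ± 0 in the UVD group and 105 ± 12.4 and 1649 ± 262 in the SO group. miR-31a-5p had 177 ± 7.83 in the UVD group and a log2 fold change of 0.38 (standard error 0.11). At 4 d miR-219a-5p, a miRNA of oligodendrocyte differentiation, had 25703 ± 3011 in the UVD group and 31381 ± 3290 in the SO group. In each of these 9 comparisons the arrays of the compared groups did not overlap. The same held for 44.3% of all tested miRNAs between the UVD timepoints, and for 50.9% at 4 h and 29.4% at 4 d between the UVD and SO groups, where chance would give 33.3%.
Fold changes between 4 d and 4 h in the UVD group were 1.49 for miR-204-5p, 2.22 for miR-206-3p, 0.711 for miR-218a-5p, 1.57 for miR-221-3p and 1.62 for miR-497-5p. Fold changes of the UVD group over the SO group were 1.30 for miR-31a-5p, 1.40 for miR-133a-3p and 1.17 for miR-133b-3p at 4 h and 0.819 for miR-219a-5p at 4 d. Over all 422 miRNAs no candidate passed limma at an adjusted p under 0.05, the smallest being 0.218 for miR-204-5p, miR-221-3p and miR-497-5p and the largest 0.745 for miR-219a-5p. When adjusted over the list alone, 7 of the 9 passed, with adjusted p between 0.0196 and 0.0374, and miR-133b-3p (adjusted p = 0.285) and miR-219a-5p (adjusted p = 0.0531) did not. The study chose this list on these samples, so these values are not independent evidence. In the gene table of the rat assembly GRCr8, Mir206 neighbors Mir133b, Mir221 neighbors Mir222 and Mir497 neighbors Mir195 within 10 kb, and Mir204 lies in Trpm3. In that table 7 of the 9 candidates were matched to a gene. Their cluster partners miR-195-5p and miR-222-3p had log2 fold changes of 0.83 (adjusted p = 0.218) and -0.17 (adjusted p = 0.51) between the UVD timepoints.
Applied to these values without the human filter, the paper's limits selected 47 of 422 miRNAs, including 6 of the 9 candidates. miR-497-5p was excluded by its fold change of 1.41 between the SO timepoints, miR-133b-3p missed both the fold limit and the p limit, and the p-value of miR-219a-5p lay above the limit. Applied to the authors' own normalized intensity values, the limits selected 13 of 758 miRNAs, including all 9 candidates. From these criteria, the paper takes the 9 miRNAs as first candidates for a role in vestibular compensation and carries them to qRT-PCR.

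**Figure D2:**
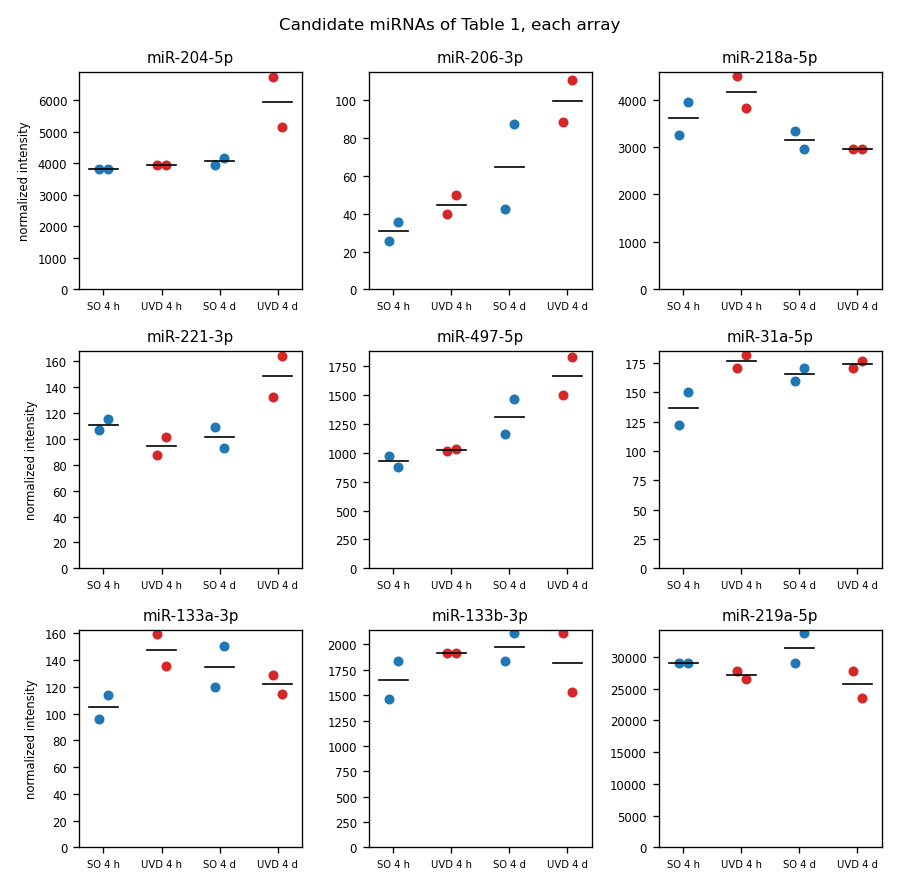
Normalized intensity of the 9 candidate miRNAs, on a linear axis from 0. Each point is 1 array, blue for the SO group and red for the UVD group, and the black line is the mean of 2 arrays. miR-221-3p lies higher on both UVD arrays at 4 d than on the other 6 arrays.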

**Table 1:** Candidate miRNAs selected by microarray analysis.

		Fold change	*P*-value
Fold change between 4 hours and 4 days after surgery in UL group: >1.30 or <0.77 (p < 0.15)	miR-204-5p	1.514	0.140
	miR-206-3p	1.598	0.028
	miR-218a-5p	0.708	0.064
	miR-221-3p	1.408	0.057
	miR-497-5p	1.500	0.031
Fold change between UL and SO groups 4 hours after surgery: >1.20 or <0.83 (p < 0.15)	miR-31a-5p	1.204	0.085
	miR-133a-3p	1.246	0.058
	miR-133b-3p	1.216	0.087
Fold change between UL and SO groups 4 days after surgery: >1.20 or <0.83 (p < 0.15)	miR-219a-5p	0.780	0.147

UVD, unilateral vestibular deafferentation; SO, sham operation.

### Validation of miRNA expression using qRT-PCR

To validate the first candidate miRNAs, we performed qRT-PCR. Fifty animals were randomly divided into one of two experimental groups: the UVD group underwent unilateral labyrinthectomy (*n* = 25) and the SO group underwent a sham operation (*n* = 25). Both operations were performed on the left side. Five or four animals from each group were anesthetized and euthanized at 4 h, and 1, 2, 3, and 4 d following the surgery. Five or four MVNs were obtained for each timepoint in each group and qRT-PCR was performed. The differences in relative quantification (RQ) values between the UVD and SO groups were analyzed at each timepoint using the Mann–Whitney test. miR-218a-5p, 219a-5p, and 221-3p showed significant differences in RQ values between the UVD and SO groups at more than one timepoint (Fig. 2 and Supplementary Data. 1). These miRNAs were selected as the second group of candidate miRNAs.

**Figure 2:**
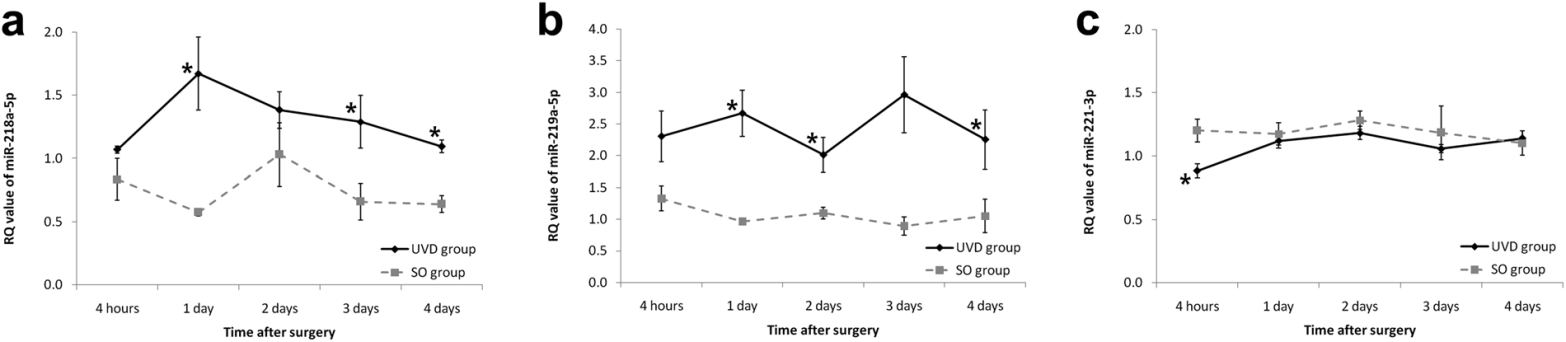
qRT-PCR of candidate miRNAs. Fifty SD rats were divided into two groups: the UVD group underwent unilateral labyrinthectomy and the SO group underwent a sham operation. MVNs were harvested at 4 h and 1, 2, 3, and 4 d following surgery. qRT-PCR was performed for miR-218a-5p (**a**) 219a-5p (**b**) and 221-3p (**c**). The differences in RQ values between the UVD and SO groups were analyzed at each timepoint. miR-218a-5p, 219a-5p, and 221-3p showed significant differences in RQ values between the UVD and SO groups at more than one timepoint. *p < 0.05 between the groups with the Mann–Whitney test. The error bars indicate standard error. qRT-PCR, quantitative reverse transcription-PCR; SD, Sprague–Dawle; UVD, unilateral vestibular deafferentation; SO, sham operation; MVN, medial vestibular nucleus; RQ, relative quantification.

### Validation study using candidate miRNA oligomers

We performed two experiments to investigate whether administration of the second candidate miRNA oligomers (agomirs or antagomirs) affected vestibular compensation. In the case of miR-218a-5p and 219a-5p, where the candidate miRNAs were increased in the UVD group compared with the SO group, miRNA antagomirs were administered. In the case of miR-221-3p, agomirs were administered. We expected that, if the candidate miRNAs affected vestibular compensation, it would be inhibited by administration of the candidate miRNA oligomers. Thirty-six rats were randomly divided into four groups: the control group (*n* = 9), which received artificial cerebrospinal fluid (aCSF) containing (mm): 124 NaCl, 5 KCl, 1.2 KH_2_PO_4_, 1.3 MgSO_4_, 2.4 CaCl_2_, 26 NaHCO_3_ and 10 d-glucose; the 218a-5p group (*n* = 9), which received the miR-218a-5p antagomir (Qiagen, Hilden, Germany); the 219a-5p group (*n* = 9), which received the miR-219a-5p antagomir (Qiagen); and the 221-3p group (*n* = 9), which received the miR-221-3p agomir (Qiagen). aCSF and the miRNA oligomers were administered into the intracerebroventricular space continuously for one week using a brain infusion cannula (Brain Infusion Kit 2; Alzet, Cupertino, CA, USA) connected with a mini-osmotic pump (Osmotic Pump 2001; Alzet) (Fig. 3a). All animals underwent unilateral labyrinthectomy on the left side 10 h following implantation of the brain infusion cannula. Six animals in each group were used for the rotarod test and three animals were used for analysis of 5-bromo-2′-deoxyuridine (BrdU) immunohistochemistry.

**Figure 3:**
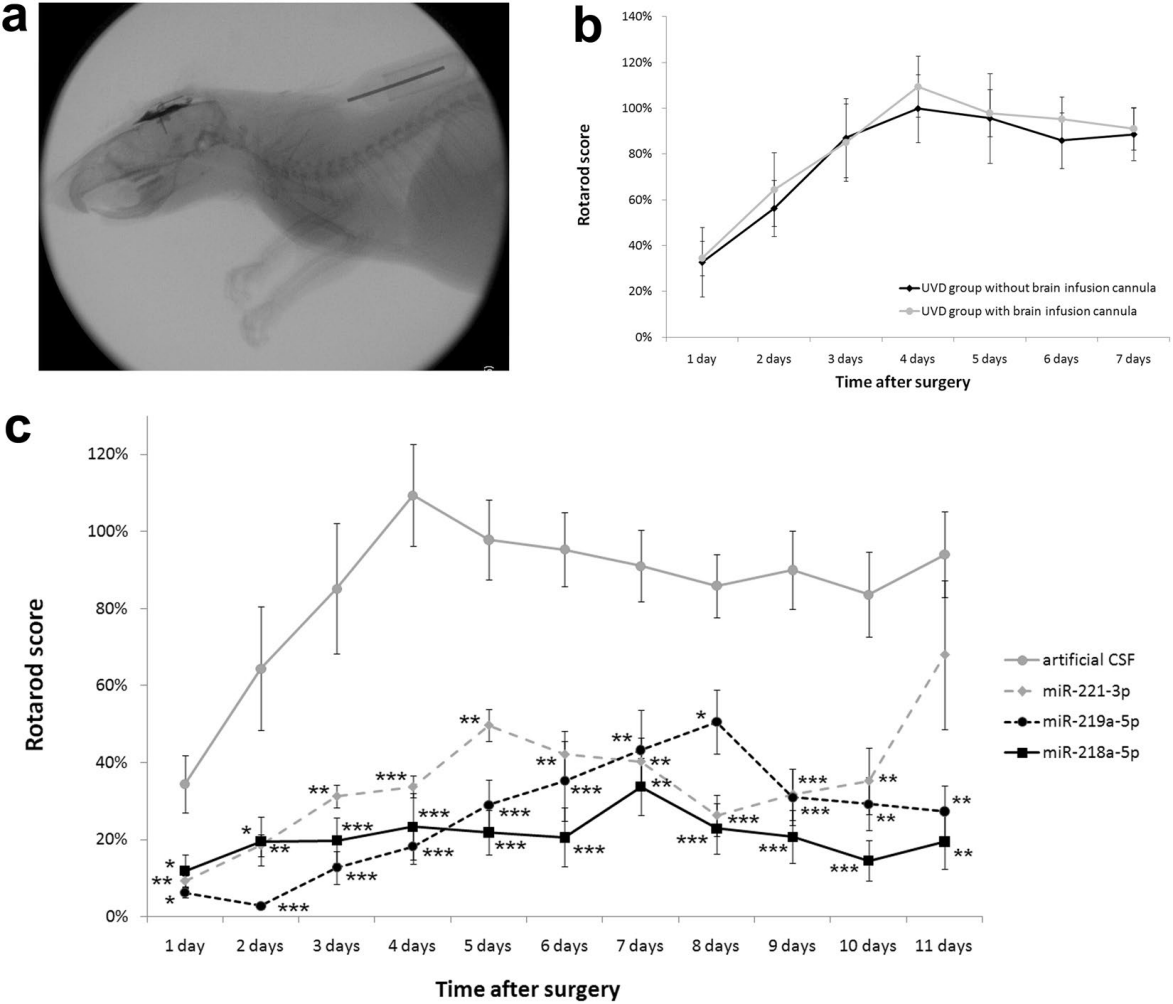
Rotarod test following administration of candidate miRNA oligomers. Twenty-four SD rats were divided into four groups. Artificial cerebrospinal fluid, miR-218a-5p antagomir, miR-219a-5p antagomir, or miR-221-3p agomir were administered into the intracerebroventricular space continuously for 1 week using the brain infusion cannula. All animals underwent unilateral labyrinthectomy 10 h following implantation of the brain infusion cannula. (**a**) X-ray image of an SD rat with implantation of the brain infusion cannula. The brain infusion cannula connected to a mini-osmotic pump was implanted into the right cerebral lateral ventricle (AP: −0.3, L: 1.2, V: 4.5) of an SD rat. (**b**) The mean rotarod scores were compared between the two groups. One group underwent unilateral labyrinthectomy without insertion of the brain infusion cannula (*n* = 6). The other group underwent unilateral labyrinthectomy with insertion of the brain infusion cannula delivering artificial cerebrospinal fluid (*n* = 6). There was no significant difference between the two groups in linear mixed models with the Bonferroni correction. (**c**) Rotarod test results following administration of candidate miRNA oligomers. The effects of the oligomers on vestibular compensation were evaluated using the rotarod test. Administration of miR-218a-5p antagomir (*n* = 6), miR-219a-5p antagomir (*n* = 6), or miR-221-3p agomir (*n* = 6) showed significant reduction in rotarod scores following surgery compared to the administration of artificial cerebrospinal fluid (*n* = 6). *p < 0.05; **p < 0.01; ***p < 0.001 (linear mixed models with the Bonferroni correction). The error bars indicate standard error. SD, Sprague–Dawle.

The rotarod test was performed daily for 11 d following unilateral labyrinthectomy, as previously described. First, to determine whether the brain infusion cannula affected vestibular compensation, we compared the results of the rotarod test between the UVD group of a previous experiment that underwent unilateral labyrinthectomy without insertion of the brain infusion cannula and a control group of this experiment that underwent unilateral labyrinthectomy with insertion of the brain infusion cannula delivering aCSF and found there was no significant difference between the two groups (Fig. 3b). The effects of the candidate miRNA oligomers on vestibular compensation were then evaluated. The scores of the rotarod test were explored by performing linear mixed models with the treatment group and time as fixed factors, and a significant interaction between time and the treatment group (*p* < 0.001) was identified in the rotarod scores. Therefore, the primary effects for the treatment group were reported at each timepoint using linear mixed models with the Bonferroni correction. The rotarod scores of the miR-218a-5p, 219a-5p, and 221-3p groups were compared with the control group that received aCSF. The group treated with the miR-218a-5p, 219a-5p, and 221-3p oligomer showed significant reduction in rotarod scores after surgery (Fig. 3c).

In the second experiment, 300 mg/kg BrdU (Sigma, St. Louis, MO, USA) was administered by intraperitoneal injection to animals 2 d after surgery. One day later, the brains were harvested and BrdU immunohistochemistry was performed. The mean of BrdU-positive cell counts (/120,000 μm^2^) in the MVN from each group was analyzed using a one-way analysis of variance test (ANOVA) with the Bonferroni correction. The BrdU-positive cell counts were significantly lower in the 218a-5p (mean difference = 8.2, *p* < 0.001) and 219a-5p (mean difference = 9.1, *p* < 0.001) groups than in the control group. The 221-3p group had fewer BrdU-positive cells than the control group, but this difference failed to reach statistical significance (mean difference = 3.9, *p* = 0.114) (Fig. 4).

**Figure 4:**
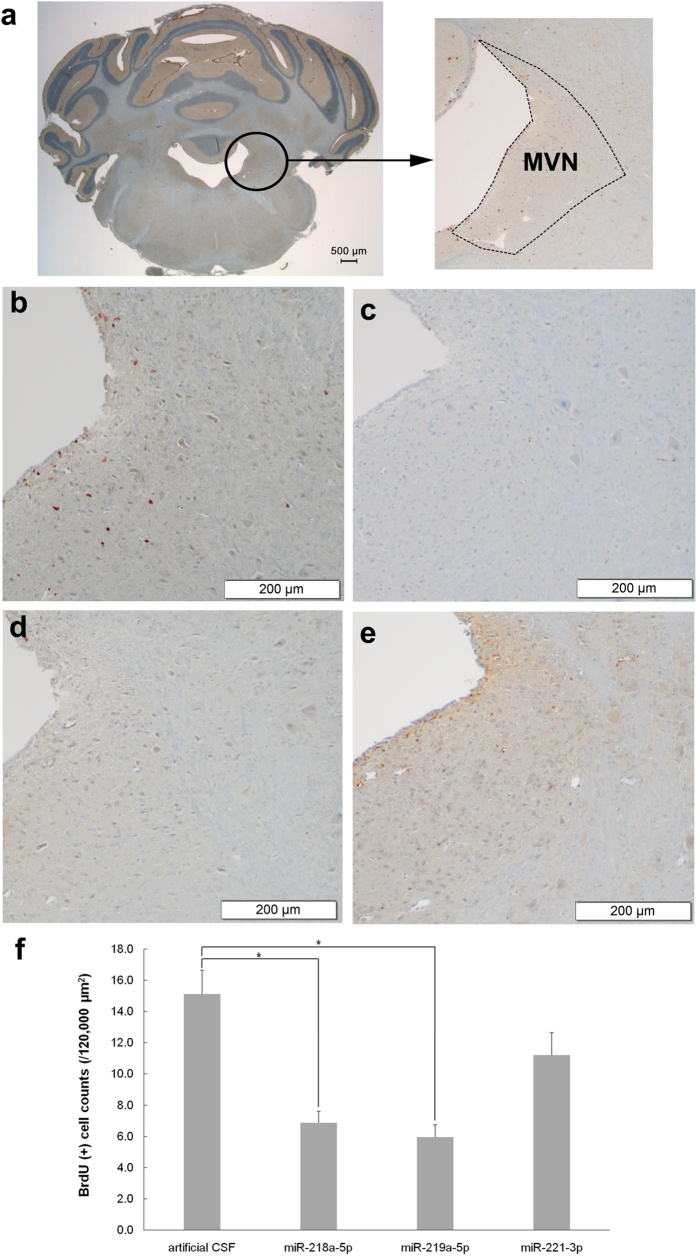
BrdU immunohistochemistry following administration of candidate miRNA oligomers. Twelve SD rats were divided into four groups. Artificial cerebrospinal fluid, miR-218a-5p antagomir, miR-219a-5p antagomir, or miR-221-3p agomir were administered into the intracerebroventricular space continuously for 1 week using the brain infusion cannula. All animals underwent unilateral labyrinthectomy 10 h following implantation of the brain infusion cannula. (**a**) MVN in the rat brain (Bregma −11.60 mm). In the animals in which artificial cerebrospinal fluid (**b**) was administered, many BrdU-positive cells were observed in the MVN. However, in the animals in which miR-218a-5p (**c**) and miR-219a-5p 5p (**d**) antagomirs were administered, very few BrdU-positive cells were observed. In the animals in which the miRNA-221-3p agomir (**e**) was administered, several BrdU-positive cells were observed in the MVN. (**f**) The mean of BrdU-positive cell counts (/120,000 μm^2^) in the MVN from each group was analyzed. BrdU-positive cell counts were significantly lower in the animals in which the miR-218a-5p (mean difference = 8.2, *p* < 0.001) and miR-219a-5p 5p (mean difference = 9.1, *p* < 0.001) antagomirs were administered compared with the control group. *p < 0.001 (one-way analysis of variance with the Bonferroni correction). The error bars indicate standard error. SD, Sprague–Dawle; MVN, medial vestibular nucleus; BrdU, 5-Bromo-2′-deoxyuridine.

### Pathway analysis of candidate miRNA targets

We also analyzed the biological pathways that may be regulated by the miRNAs identified in this study. The ten most relevant pathways of the targets of the miRNAs 218a-5p, 219a-5p, and 221-3p were determined (Fig. 5). Most of the pathways related to miR-218a-5p targets were related to signal transmission or the neuronal system. Major portions of the pathways related to miR-219-5p targets were related to intracellular signal transmission. The most relevant pathway of the targets of miR-219a-5p was related to Joubert syndrome, which exhibits a malformed brainstem and cerebellum and difficulty balancing^20^. Although the most relevant pathway of the targets of miR-221-3p was cancer, it was also related to the γ-aminobutyric acid (GABA) receptor, which is thought to be important in vestibular compensation^3^.

**Figure 5:**
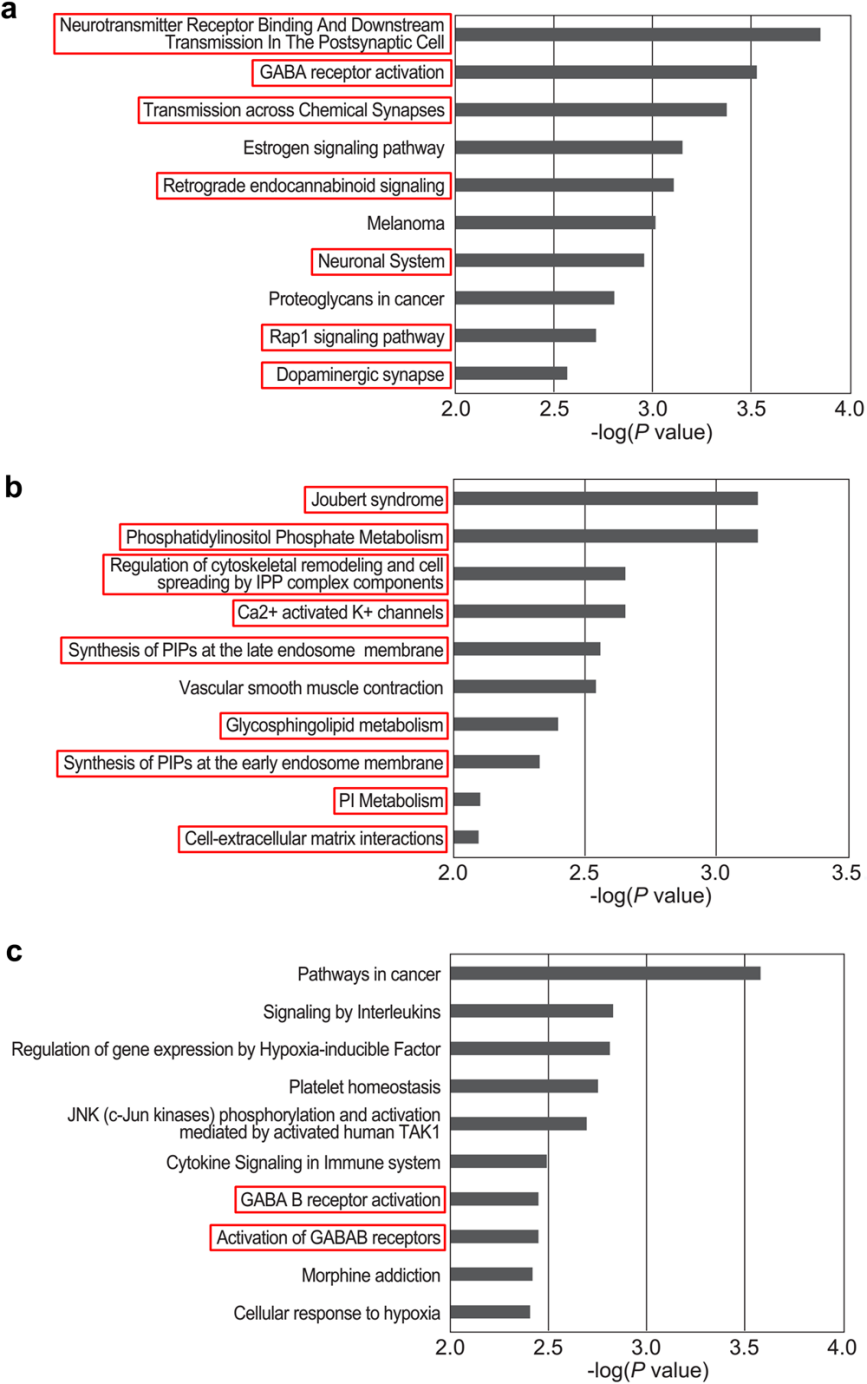
Pathway analysis of candidate miRNA targets. The ten most relevant pathways of the targets of miR-218a-5p (**a**), 219a-5p (**b**), and 221-3p (**c**) are shown. The pathways supposed to be related with vestibular compensation were highlighted with red boxes.

## Discussion and Conclusions

UVD causes disfacilitation and increased inhibition from the contralesional vestibular nuclei, leading to collapse of the resting activity of ipsilesional vestibular nuclei and an excitability imbalance between bilateral vestibular nuclei^21^. Vestibular compensation is the process through which bilateral excitability homeostasis is achieved, which overcomes this imbalance. The primary mechanism of vestibular compensation, as suggested by Precht *et al*.^1^ is a change in the reciprocal commissural inhibitory system linking the bilateral vestibular nuclei and a rebalancing of the resting activity of the vestibular nuclei. This concept has formed the basis on which studies of vestibular compensation have been conducted, and significant experimental evidence supporting this concept has accumulated^22^.

Vestibular compensation consists primarily of three neuronal mechanisms. First, the functional efficacy of neurons of the ipsilesional vestibular nuclei in response to inhibitory signals is decreased. Following UVD, GABA receptors in ipsilesional MVN neurons are rapidly downregulated^9^. Second, the intrinsic excitability of ipsilesional MVN neurons increases^7, 23^. Third, reactive neurogenesis occurs in the ipsilesional MVN. Many newly generated cells differentiate into astrocytes or GABAergic neurons, which provide commissural inhibition to contralesional vestibular nuclei neurons^24, 25^. These mechanisms reduce both initial disfacilitation and increased commissural inhibition from the contralesional vestibular nuclei neurons, which contribute to the restoration of the resting activity of the ipsilesional vestibular nuclei neurons leading to balanced activity between the two sides. However, many of the neuronal mechanisms involved in vestibular compensation have not yet been elucidated. Moreover, miRNAs related to vestibular compensation have not been reported.

miRNAs have been identified in almost all body tissues^26, 27^, and more than 1,500 miRNAs have been reported to influence the expression of 30–60% or more of all genes^27^. Furthermore, since a single miRNA can affect the expression of multiple genes, miRNAs have widespread action^12^. miRNAs have been reported to be involved in many diverse biological processes, including differentiation, apoptosis, cell fate, and tumor suppression^27, 28^. miRNAs constitute an additional layer of control within genetic networks.

Approximately 70% of all miRNAs are expressed in the nervous system^29^ and increasing evidence suggests that miRNAs are essential regulators of proper neuronal function in the mature nervous system^30–32^. Aberrant miRNA expression is associated with several neuronal diseases, such as Down’s, Rett, and fragile X syndromes, as well as autism and schizophrenia^33–35^. The role of miRNAs in the maintenance of neuronal homeostasis has also been reported. In response to the change in synaptic activity, miRNAs regulate neuronal function by controlling mRNA stability and translation^36–38^. It has been reported that miR-485 controls synapse formation and dendritic spine number in an activity-related manner to maintain homeostatic plasticity^30^. Although the mechanisms through which miRNAs regulate neuronal homeostasis are not fully understood, the morphology of dendritic spines, the expression of ion channels, and the molecular pathways downstream of receptor activation have been suggested as targets of modulation^18, 32, 39, 40^. Vestibular compensation is a phenomenon caused by an abrupt change of synaptic activity. Therefore, we hypothesized that miRNAs operate as post-transcriptional regulators of vestibular compensation and identified miRNAs that regulate vestibular compensation.

The MVN is the primary organ in which vestibular compensation occurs^3^. In the present study, we investigated the MVN to identify miRNAs involved in vestibular compensation. First, we measured vestibular compensation by scoring for vestibular deficits with the rotarod test. Vestibular compensation progressed rapidly and reached a maximum value approximately 4 d following UVD. Based on these results, microarrays were performed at two timepoints to select candidate miRNAs: when vestibular compensation had not fully progressed and when it had reached its maximal level. In addition to the comparison between the UVD and SO groups in the microarray analysis, comparison between the two timepoints in the UVD group was used for candidate selection. 

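Between the timepoints of the UVD group, miRNAs of microglia and leukocytes and of the miR-17 family clusters had higher means at 4 d, and miRNAs that depend on neuronal activity had lower ones. These 3 time changes were not shown to differ from those in the SO group (camera adjusted p = 0.794, 0.355 and 0.377), and none of the 3 lists passed within the UVD group with an estimated correlation between miRNAs (adjusted p = 0.569 with an estimated correlation for each). miR-142-3p, a miRNA of blood-derived cells, had an intensity of 384 ± 25.4 at 4 h and 647 ± 92.5 at 4 d (SD, n = 2 arrays), and in the SO group a higher mean at 4 d too (log2 fold change 0.54). miR-132-3p, which is induced by neuronal activity, had 1537 ± 47.9 and 1138 ± 32.1 in the UVD group and also a lower mean at 4 d in the SO group. Single miRNAs did not pass: limma called 0 of 422 at an adjusted p under 0.05, with 65 at an unadjusted p under 0.05. The methods' t-test called 0 after adjustment. The count of limma calls changed in 7 of 21 alternatives.
All 10 miRNAs of the miR-17 family clusters had a higher mean at 4 d (median log2 fold change 0.29, camera adjusted p = 1.39e-05; adjusted p = 0.569 with an estimated correlation), and 9 rose when adjusted over the list alone, among them miR-19a-3p (0.41) and miR-20a-5p (0.38). Of 7 microglial and leukocyte miRNAs, 6 had a higher mean (median 0.30, camera adjusted p = 0.0115; adjusted p = 0.569 with an estimated correlation), and 2 rose when adjusted over the list alone. With 1 array left out this median lay between 0.0495 and 0.582, and the call was lost in 3 of 19 alternatives. All 4 erythroid miRNAs also had a higher mean (median 0.37, camera adjusted p = 0.0634). The list of miRNAs that depend on neuronal activity holds both arms of miR-134, so its members are not independent. Whether its decrease is separate from that of the Dlk1-Dio3 cluster was not tested. All 6 miRNAs of this list had a lower mean (median -0.36, camera adjusted p = 0.0115; adjusted p = 0.569 with an estimated correlation), with miR-212-5p at -0.55 and miR-134-5p at -0.38. This call was lost without UVD 4 d replicate 1, and the median was -0.11 with normexp. Of 10 miRNAs of choroid plexus and ciliated ependyma, 9 had a higher mean (median 0.46, camera adjusted p = 0.00076; adjusted p = 0.569 with an estimated correlation), and 2 rose when adjusted over the list alone. This call was kept in 19 other alternatives, with a median of 0.20 without UVD 4 d replicate 1 and 0.13 with normexp. The list includes miR-204-5p, which the study chose for this change on these arrays, so the call is not independent of that choice. No list test without miR-204-5p is given. The time change of this list was not shown to differ from that in the SO group (camera adjusted p = 0.743). The 4 cerebellum-enriched miRNAs, which are the candidates miR-497-5p and miR-206-3p, miR-195-5p beside miR-497 and miR-30b-5p, also had higher means. The study chose 2 of them for this change on these arrays, so no list test is given for them. A higher mean was also found for 7 of 9 let-7 miRNAs (median 0.10, camera adjusted p = 0.0342; adjusted p = 0.569 with an estimated correlation), none of which passed over the list alone. This call was lost in 5 of 19 alternatives, and the time change was not shown to differ from that in the SO group (camera adjusted p = 0.91). Of the 29 miRNAs of the Dlk1-Dio3 cluster, 26 had a lower mean (median -0.16, camera adjusted p = 0.00192; adjusted p = 0.569 with an estimated correlation), including miR-127-3p (-0.32). This call was lost without UVD 4 h replicate 1, and the median was -0.10 with the authors' values. The cluster fell less than in the SO group (median difference 0.14, camera adjusted p = 0.028; adjusted p = 0.61 with an estimated correlation). The call of that difference was lost in 9 of 19 alternatives.
The time change in the UVD group differed from that in the SO group for 1 of 422 miRNAs, miR-7a-2-3p (difference of log2 fold changes 1.68, standard error 0.11, adjusted p = 0.00751 from limma). miR-7a-2-3p was highest on the SO arrays at 4 h, which its calls between the SO timepoints and at 4 h also rest on. The call of this difference was lost in 9 of 19 alternatives, and with the authors' values the difference for miR-7a-2-3p was 0.17 (adjusted p = 0.309). Among the candidates this difference was 0.79 for miR-221-3p (adjusted p = 0.447), -0.63 for miR-133a-3p and 0.48 for miR-204-5p (adjusted p = 0.492 for both), and between -0.36 and 0.21 for the other 6. Averaged over both timepoints, limma called 0 miRNAs between the UVD and SO groups, with 55 at an unadjusted p under 0.05, and the methods' t-test called 0 after adjustment.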

Criteria for the fold change and the *p*-value were as wide as 1.20 and 0.15, respectively. However, the fold change of 1.30 was used as the criterion for selecting candidate miRNAs that changed between the two timepoints in the UVD group as the fold change of 1.20 included too many candidate miRNAs. 

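Among miRNAs that met the criterion between the UVD timepoints and were not excluded by the SO timepoints, 8 had a higher and 3 a lower mean at 4 d with the limits of 1.30 and 0.77. With the limits of 1.20 and 0.83 in their place, these 11 became 25 of the 422 tested miRNAs, and the number meeting any criterion went from 47 to 58. In the authors' own normalized intensity values of 758 miRNAs, 6 met the UVD criterion with the limits of 1.30 and 0.77, 5 higher and 1 lower at 4 d, and 9 with the wider limits, and the number meeting any criterion went from 13 to 16. None of these counts includes the step on expression in humans.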

Nine miRNAs were selected as candidate miRNAs and validated by qRT-PCR. Following validation, miR-218a-5p, 219a-5p, and 221-3p were considered as the candidate miRNAs.

We then validated these miRNAs using miRNA oligomers. The agomirs or antagomirs of the candidate miRNAs were administered using a brain infusion cannula. As vestibular compensation is a rapidly progressing neural response, administration of oligomers during a short period may fail to show any effects. Therefore, we set the administration period as 7 d to identify the inhibition of vestibular compensation clearly. The concentration of oligomers was diluted to 12.5 µM according to the recommended concentration of 1–100 mM for intracerebroventricular infusion^41, 42^. The infusion rate of the mini-osmotic pump was set as 1.0 µL/h and the daily delivered dose was 24.0 µL. This was approximately 4% of 580 µL, the average cerebral spinal fluid of rats, which was set to prevent intracranial hypertension induced by intracerebroventricular infusion^43^. To evaluate the effect of each particular miRNA, the rotarod test was performed. We measured whether recovery of the rotarod scores was inhibited by administration of the candidate miRNA oligomers. In addition, neurogenesis in the MVN was evaluated. Reactive neurogenesis was reported in the ipsilesional vestibular nuclei following UVD^24, 44^. It has also been reported that behavioral recovery is inhibited when neurogenesis is prevented following UVD^24^. We measured neurogenesis with BrdU immunohistochemistry, which incorporates a thymidine analogue into newly synthesized DNA, as an indicator of vestibular compensation. Finally, the miR-218a-5p and 219a-5p groups both showed inhibited recovery of the rotarod scores and decreased neurogenesis in the MVN. In the miR-221-3p group, recovery of the rotarod scores was inhibited but neurogenesis did not decrease. Therefore, we believe that the mechanisms through which miR-218a-5p and 219a-5p affect vestibular compensation involve neurogenesis in the MVN, while miR-221-3p appears to be unrelated to neurogenesis.

Lastly, we performed pathway analysis of the targets of miR-218a-5p, 219a-5p, and 221-3p. Most of the pathways related to the targets of miR-218a-5p were involved in signal transmission or the neuronal system, suggesting that miR-218a-5p regulates vestibular compensation. Consistent with previous reports, many of the identified pathways related to the targets of miR-219a-5p were involved in intracellular signal transmission. Kocerha *et al*. (2009) reported that miR-219 was reduced in the prefrontal cortex after disruption of N-methyl-D-aspartate (NMDA)-mediated glutamate signaling, affecting the NMDA signaling cascade, which is crucial for neurotransmission and synaptic plasticity in the brain. Therefore, we expected that miR-219a-5p would alter the activity of MVN neurons. In addition, the most relevant pathway of the targets of miR-219a-5p was related to Joubert syndrome, which exhibits a malformed brainstem and cerebellum^20^. The vestibular nucleus, the primary organ where vestibular compensation takes place, is located in the brainstem. The cerebellum is necessary for increasing the excitability of MVN neurons following UVD^45, 46^. It also seems possible that miR-219a-5p regulates vestibular compensation. The most relevant pathway related to the targets of miR-221-3p was cancer-related. However, this pathway was also related to the GABA receptor, which is thought to be important in vestibular compensation^3^. Therefore, miR-221-3p may also regulate vestibular compensation. Consequently, we concluded that miR-218a-5p, 219a-5p, and 221-3p may be involved in the regulation of vestibular compensation.

## Methods

### Animals

This study and experimental protocol were approved by the Institutional Animal Care and Use Committee of Seoul National University Hospital (14-0148-C1A1), which is accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care International. All experiments were performed in accordance with relevant guidelines and regulations. Each animal was acclimatized to the laboratory conditions for 1 week prior to the start of the experiment. These animals were housed in a temperature- and humidity-controlled room with a constant 12 h light: dark cycle with free access to food and water.

### Unilateral labyrinthectomy and sham operation

To generate UVD, unilateral labyrinthectomy was performed on the left side as follows (Fig. 1a–d)^47^. Animals were anesthetized by intramuscular injection of 40 mg/kg Zoletil (Zoletil 50; Virbac, Bogotá, Colombia) and by intramuscular injection of 10 mg/kg xylazine (Rompun; Bayer-Korea, Seoul, South Korea). After local anesthesia with 1% lidocaine hydrochloride, a left retroauricular incision was made to expose the external auditory canal, which was then opened to expose the tympanic membrane. The tympanic membrane and the ossicles were removed with the exception of the stapes. The muscles on the lamboidal ridge were detached. The bone around the point of exit of the facial nerve was drilled and the bony lateral semicircular canal was exposed. Following the lateral semicircular canal anteriorly, the lateral semicircular canal was opened near its ampulla. Drilling was continued in the plane of the lateral semicircular canal and the ampulla of the superior semicircular canal was drilled through. Then the contents of the vestibule were aspirated and 100% ethanol was injected and aspirated several times. In the sham operation, the same operative procedure was followed with the exception of opening the semicircular canal and injecting ethanol.

### Behavioral scoring for vestibular deficits

Behavioral scoring for vestibular deficits consisted of three components: postural asymmetry, head roll tilt, and nystagmus^19^. Each component had a maximum score of 10. The score of postural asymmetry was determined as follows: 10 points, spontaneous barrel rolling; 9 points, barrel rolling evoked by air puff or light touch; 8 points, recumbent position on the left side without leg support; 7 points, some ipsilesional leg support; 6 points, moving around on left side or using the left legs for recumbent support; 5 points, moving around with bilateral leg support; 4 points, moving around with occasional falls to the left side; 3 points, moving around leaning towards the left side; 2 points, hardly noticeable asymmetry; and 1 point, postural asymmetry only noticeable when picked up. The score of the head roll tilt was determined by measuring the angle between the jaw and the horizontal plane. A 90° angle was scored as 10 points. Cases where the animal showed barrel-rolling toward the left side or was recumbent on the left side were also scored as 10 points. The nystagmus score was determined by visual inspection. Spontaneous nystagmus was scored from 6 to 10 points, with 1 point for every 60 beats per min (bpm). When spontaneous nystagmus was absent in a resting state, the examiner gave a gentle air puff over the head of the animal. Nystagmus caused during these conditions was scored from 1 to 5 points, with 1 point for every 60 bpm.

### Rotarod test

The same protocol was applied to the training and test phase following surgery. Animals were placed on the drum that accelerated smoothly from 12 rpm with the velocity increasing by 16 rpm/min. A switch under the drum automatically measured the length of time each animal stayed on the drum. After two learning trials for habituation, three subsequent trials (T1–T3) were performed. T3 was performed 10 min after T2 for recovery. During the training period, we determined that the latency to fall reached a plateau.

### Microarray analysis

After the harvesting of brain tissue in experimental animals, the location of the MVN was identified according to the atlas of Paxinos and Watson (2006)^48^ (−10.80 mm to −12.30 mm from the bregma). The MVN on the left side was dissected, frozen in cryopreservation tubes in liquid nitrogen, and stored at −80 °C. MVNs from three animals were pooled and treated as one sample for microarray analysis. Two samples were obtained for each timepoint in one group. Microarray analysis of the miRNAs was performed at BioCore Co., Ltd. (Seoul, South Korea) using the Agilent Rat miRNA Microarray 8 × 15 K platform.

Total RNA was extracted from the sample using TRI REAGENT (MRC, Cincinnati, OH, USA), in accordance with the manufacturer’s instructions. Following homogenization, 1 mL of solution was transferred to a microfuge tube and centrifuged at 12,000 × *g* for 10 min at 4 °C to remove insoluble material. The supernatant containing RNA was collected, mixed with 0.2 mL of chloroform, and centrifuged at 12,000 × *g* for 15 min at 4 °C. After RNA in the aqueous phase had been transferred to a new tube, the RNA was precipitated by adding 0.5 mL of isopropyl alcohol and centrifuging at 12,000 × *g* for 10 min at 4 °C. The RNA pellet was washed briefly in 1 mL of 75% ethanol and centrifuged at 7,500 × *g* for 5 min at 4 °C. Finally, the RNA pellet was dissolved in nuclease-free water, and the quality and quantity of RNA were assessed with an Agilent Bioanalyzer 2100. To 500 ng of total RNA, we added calf intestinal phosphatase and T4 RNA ligase to dephosphorylate and label the 3′-end of the miRNA with Cyanine3-pCp, respectively. Labeled samples were hybridized by loading onto microarray slides using a Hybridization Chamber Kit (Agilent Technologies, Santa Clara, CA, USA) and a Hybridization Gasket Slide Kit (Agilent Technologies). Hybridization was performed over 20 h at 55 °C and the microarray slides were washed, in accordance with the manufacturer’s instructions. Processed microarray slides were scanned with an Agilent G2565CA Microarray Scanner System (Agilent Technologies). The data were processed based on the quantile normalization method using GeneSpring GX 13.1 (Agilent Technologies). This normalization method aims to make the distribution of intensities for each array in a set of arrays the same. 

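The authors' normalized intensity values had a median of 45.5 on every one of the 8 arrays, for the UVD and SO groups alike. Across miRNAs, which are not independent replicates, their ranks on each array followed the scanner's median spot signal, before background subtraction, with a Spearman correlation of 0.9996 or 0.9997. Their rank correlation with the background-subtracted total gene signal was between 0.930 and 0.956.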

The normalized intensity values were then analyzed and the fold changes were calculated using GeneSpring GX 13.1.

### qRT-PCR

MVNs were prepared as previously described. The MVN from one animal was placed in a tube and became one sample for qRT-PCR. Five or four samples were obtained for each timepoint in one group. The RNA was harvested using miRNeasy Mini Kit (Qiagen). cDNAs were generated using miScript II RT Kit (Qiagen). qPCR was performed in the QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using miScript SYBR Green PCR Kit (Qiagen) and miScript miRNA PCR Array (Qiagen). SNORD61 was used as an endogenous control. All PCR reactions were performed under standard PCR conditions. The cycle threshold (Ct value) was obtained. The miRNA levels of the SO group animal sacrificed 4 h postoperatively were used as controls. The data were analyzed using the 2^−ΔΔCt^ method and relative quantification values were acquired.

### Intracerebroventricular infusion of candidate miRNA oligomers

Using anesthesia conditions described previously, a brain infusion cannula connected to a mini-osmotic pump was implanted into the right cerebral lateral ventricle (AP: −0.3, L: 1.2, V: 4.5) in all the animals, according to the atlas of Paxinos and Watson (2006) (Fig. 3a). The concentration of miRNA oligomers was 12.5 µM. The infusion rate of the mini-osmotic pump was 1.0 µL/h.

### BrdU immunohistochemistry

After deep anesthesia, all animals were perfused with 0.9% saline and 4% (v/v) paraformaldehyde (PFA). The brains were removed from the skull, fixed overnight at 4 °C in PFA, and embedded in paraffin. The location of the MVN was identified according to the atlas of Paxinos and Watson (2006)^48^. Coronal sections of 10 μm were taken every 100 μm in the MVN (−11.0 mm to −12.0 mm from the bregma). Tissue sections were cut and placed on slides. Using the Discovery XT automated immunohistochemistry stainer (Ventana Medical Systems, Inc., Tucson, AZ, USA), slides were stained as follows. Detection was performed using the Ventana Chromo Map Kit (Ventana Medical Systems, Inc.). Sections were deparaffinized using EZ Prep solution. CC1 standard (Tris/Borate/EDTA buffer pH 8.4) was used for antigen retrieval. Inhibitor D (3% H_2_O_2_, endogenous peroxidase) was blocked for 4 min at 37 °C. Slides were incubated with the primary monoclonal mouse anti-BrdU antibody (1:100; Dako, Santa Clara, CA, USA) for 32 min at 37 °C, and the secondary Discovery UltraMap anti-mouse horseradish peroxidase antibody (Ventana Medical Systems, Inc.) for 20 min at 37 °C. Slides were incubated in DAB + H_2_O_2_ substrate for 8 min at 37 °C followed by hematoxylin and bluing reagent counterstain at 37 °C. Reaction buffer (Tris buffer, pH 7.6) was used as the washing solution.

The number of BrdU-positive cells was counted under a light microscope (CX31; Olympus, Tokyo, Japan). Ten sequential sections of the MVN on the left side in 100-μm steps were evaluated. BrdU-positive cells were counted using an integrated microscopic counting chamber that delineated the region of interest by a square of 40,000 μm^2^. The sum of BrdU-positive cell counts from the three regions of interest (/120,000 μm^2^) was obtained for each section. The average cell counts of BrdU-positive cells from ten sections were used for statistical analysis.

### Target pathway analysis of candidate miRNAs

The list of predicted targets was downloaded from the TargetScan (v7.1) web-server (http://www.targetscan.org/). We selected all predicted targets irrespective of site conservation. Using the mRNA expression profiles for the vestibular nucleus samples with similar timepoints that we obtained previously^49^, we only selected mRNAs that showed an inverse correlation with the expression profile of each miRNA. For the filtered mRNAs, we performed overrepresentation analysis with ConsensusPathDB (http://cpdb.molgen.mpg.de/). Among the pathways identified, we selected only those from Reactome, the Kyoto Encyclopedia of Genes and Genomes, and the Small Molecule Pathway Database. Based on the *p* value, we selected the top 10 pathways.

### Statistical analyses

IBM SPSS software version 21.0 (IBM, NY, USA) was used for statistical analyses.

## Electronic supplementary material

Quantitative reverse transcription-PCR (qRT-PCR) of candidate miRNAs

# Supplementary material for: MicroRNAs 218a-5p, 219a-5p, and 221-3p regulate vestibular compensation
**Source:** Sci Rep. 2017 Aug 18;7:8701. doi: 10.1038/s41598-017-09422-8

**[Supplementary Information]**

**MicroRNAs 218a-5p, 219a-5p, and 221-3p regulate vestibular compensation**

Mun Young Chang<sup>1,2</sup>, Sohyeon Park<sup>2</sup>, Jun Jae Choi<sup>2</sup>, Young-Kook Kim<sup>3</sup>, Myung-Whan Suh<sup>2</sup>, Jun Ho Lee<sup>2</sup>, Seung Ha Oh<sup>2</sup> & Moo Kyun Park<sup>2,\*</sup>

<sup>1</sup>Department of Otorhinolaryngology-Head and Neck Surgery, Chung-Ang University College of Medicine, Seoul, 06973, Republic of Korea. <sup>2</sup>Department of Otolaryngology-Head and Neck Surgery, Seoul National University Hospital, Seoul National University College of Medicine, Seoul, 03080, Republic of Korea. <sup>3</sup>Department of Biochemistry, Chonnam National University Medical School, Gwangju, 61186, Republic of Korea.

**Supplementary Data 1.** Quantitative reverse transcription-PCR (qRT-PCR) of candidate miRNAs.

Fifty SD rats were divided into two groups: the UVD group underwent unilateral labyrinthectomy and the SO group underwent a sham operation. MVNs were harvested at 4 h, and 1, 2, 3, and 4 d after surgery. qRT-PCR was performed for miR-31a-5p (a), 133a-3p (b), 133b-3p (c), 204-5p (d), 206-3p (e), and 497-5p (f). The differences in the RQ values between the UVD and SO groups were analyzed at each timepoint. These miRNAs showed no significant differences in RQ values between the UVD and SO groups by the Mann–Whitney test. The error bars indicate standard error.

UVD, unilateral vestibular deafferentation.

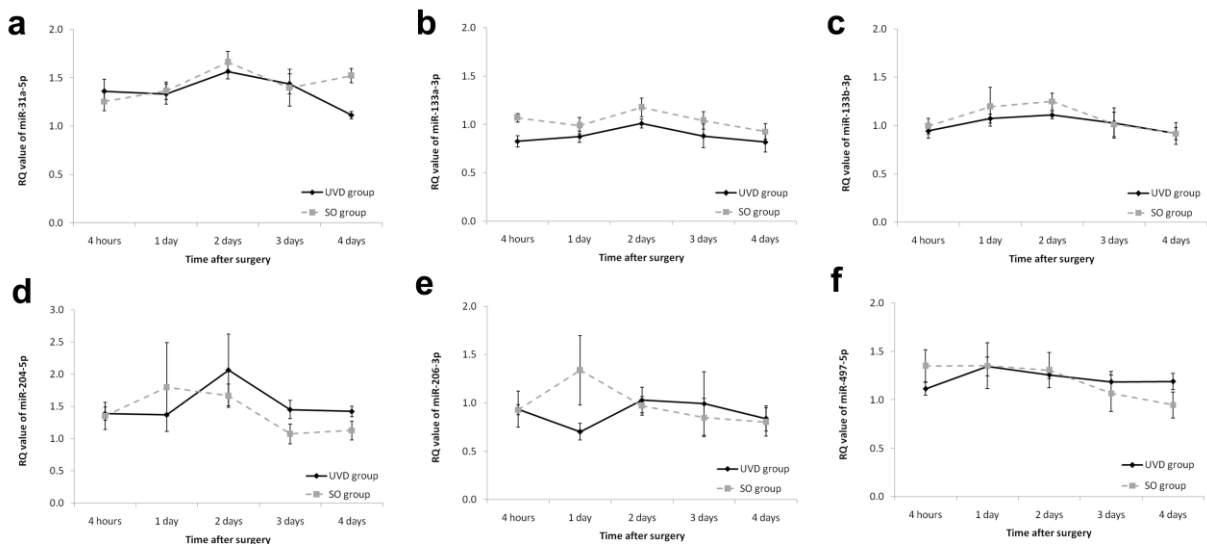

**Supplement:** Supplementary file 1 — Quantitative reverse transcription-PCR (qRT-PCR) of candidate miRNAs

How the deposited data were processed for this re-analysis (not part of the article)

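Left MVNs of Sprague–Dawley rats, 7 weeks old, were compared between the UVD and SO groups at 4 h and 4 d after surgery, on 8 arrays of 1 slide and 1 scan, with 2 arrays per group and 3 animals pooled per array. The file headers name Agilent Feature Extraction 10.7.3.1 as the software that read the scans, and another scanner model than the paper does. The authors deposited the scanner intensity of each spot, the total gene signal of each miRNA and their own normalized intensity values. Their normalized values are on a linear scale and were quantile normalized by the authors in GeneSpring, and their ranks on each array follow the median spot signal.

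From the deposited scanner data, the total gene signal was taken per miRNA, and control spots were left out. The 8 arrays were quantile normalized, which is the normalization in the paper's methods. Those methods do not name the signal that was normalized. Normalized values under 1 were set to 1 before log2 was taken. The 422 of 758 miRNAs detected on both arrays of at least 1 group were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on group means), with Benjamini-Hochberg adjustment and a threshold of 0.05. The contrasts were both timepoints within the UVD group, both timepoints within the SO group, the UVD group against the SO group at each timepoint and averaged over both, and the difference between the time changes. The methods' t-test was run on the same values; it is undefined where neither group has spread because of values tied by quantile normalization, which was the case for between 8 and 13 miRNAs per comparison of 2 groups, and these were left out of its counts. This handling was chosen after the tied values had been seen.

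Lists of miRNAs were fixed before the data were examined: the paper's candidates, neuron-enriched, neuronal activity-dependent, oligodendrocyte, astrocyte and reactive glia, microglia and leukocyte, blood, vessel, choroid plexus and ciliated ependyma, muscle, cerebellum-enriched, miR-17 family clusters, let-7 and the Dlk1-Dio3 cluster. The tissue lists include neighbors of the MVN because it was dissected by hand. Lists with at least 3 tested members were tested with camera in limma at a preset correlation of 0.01, adjusted over all 84 pairs of 14 lists and 6 contrasts. Of these pairs, 24 passed at the preset correlation, 0 passed with an estimated correlation (smallest adjusted p = 0.569) and 0 passed by fry (smallest adjusted p = 0.0617). The lists of the miR-221 precursor cluster and of the Hox clusters had 2 tested members each and were not tested as lists.

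miRNAs named in the text were the 9 candidates, the 10 miRNAs per contrast with the largest change among those passing or else the smallest p, up to 4 members of each list that passed or held a candidate, and 6 relatives of candidates. The rule was fixed before the data were examined, but the candidates' values in Table 1 had been seen; miR-223-3p at 4 d falls under the list part of the rule. A miRNA detected on no array of a group has no level there, and no fold change is given for it. The precision of all values is limited by 2 arrays per group.

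The model was tested on simulated arrays in which each miRNA had its own SD within groups, pooled over the 4 groups, in 20 runs of 422 miRNAs of which 60 were raised in the UVD group at 4 d. It recovered 52.8% of changes of 0.5 on the log2 scale, 74.5% of changes of 1 and 89.2% of changes of 2, with 4.49% of calls false. A list raised by 0.5 was found by camera in 100.0% of the runs, and an unchanged list in 0%. No smaller shift of a list was tried. The list calls given here had medians of 0.04 to 0.46 in size, so the rate for a list raised by 0.5 does not describe them. The simulation set an SD for each miRNA and no correlation between miRNAs. These rates therefore do not bear on the loss of the list calls with an estimated correlation.

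Alternatives were other scalings, other signals, no filter and a stricter filter on detection, other variance models, the replicate number as a block, and leaving out each array in turn. An alternative with normexp background correction on the mean spot signal was not run because that column is not among those of the scanner files. The median spot signal was used in its place. Normexp had an offset of 50, beside median spot signals of 40 to 49 per array, so it shrinks the fold changes of weak signals. The exclusion of miRNAs not expressed in humans was not repeated, and qRT-PCR and behavioral data were not analysed here.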

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

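The tests on the SO arrays at 4 h and on choroid plexus miRNAs were chosen only after the results were seen, and the count over other splits of the arrays was planned before.

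miR-7a-2-3p was singled out because its time change differed between the UVD and SO groups, with a difference of log2 fold changes of 1.68 (adjusted p = 0.00751 from limma), at intensities between 6.29 and 18.4. The Dlk1-Dio3 cluster was singled out for the same reason, with a median difference of 0.144 (camera adjusted p = 0.028, and adjusted p = 0.61 with an estimated correlation). For the list Dlk1-Dio3 imprinted cluster, time change in UVD against time change in SO, the call was lost in 9 of 19 alternatives. Its median was 0.0346 without SO 4 d replicate 2 and -0.0186 with scaling to the 75th percentile of all miRNAs, which moved the median of all miRNAs from 0.02 to -0.13. The difference of miR-7a-2-3p fell to 0.118 with normexp on the median signal, and its call was lost in 9 of 19 alternatives too. The normexp offset of 50 by itself shrinks differences at these intensities.

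The SO arrays at 4 h stood apart from the other 6 in miR-10a-5p, miR-10b-5p, miR-7a-5p, miR-137-3p and miR-34c-5p. Whether tied values from quantile normalization made the calls cannot be told apart. The median size of the 7 called changes was 1.16 with 75th percentile scaling, which makes no ties above the floor, against 1.19 with quantile normalization, but ties lower the spread and not the size, so the bound set on the size decides nothing. With that scaling 6 of the 7 calls ended, with standard errors of 0.0928 to 0.210 against 0.0796 to 0.168 before. A time course shared by both groups cannot be told apart: all 7 miRNAs had a difference between the groups' time changes whose 95% interval excluded 0, but they were picked for their change on the same SO arrays, and 1 of the 7, miR-7a-2-3p, passed adjustment. Another part of the brainstem in the pools may also be the source, because both SO arrays at 4 h lay at least 0.921 above every other array on the log2 scale in miR-10a-5p and miR-10b-5p of the Hox clusters, but this cannot be told apart from slide position or from an effect of the sham operation at 4 h. An early effect of surgery that is absent after UVD was not tested.

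Choroid plexus miRNAs were higher in replicate 1 of the UVD group at 4 d than in replicate 2, with 9 of 10 members higher and a median log2 difference of 0.234, at the percentile 99.9 of random lists of similar brightness. Without miR-204-5p and miR-1298, whose array values had prompted the test, 7 of 8 members were higher, the median was 0.16 and the percentile was 96.5, under the bound set for the test, so the test rests on those 2 members. A brighter array could not be judged by the median difference of all tested miRNAs, which quantile normalization sets to 0. With 75th percentile scaling the list exceeded all tested miRNAs by 0.173, and by 0.148 without those 2 members. A brightness shared by all miRNAs does not alter this excess, which restates the pattern and is no separate test. Choroid plexus tissue in the pool may explain the difference, and it cannot be told apart from a difference between the animals of the pools. miR-204-5p, a candidate of the paper, had intensities of 6745 and 5151 on these arrays, and 3957 on both UVD arrays at 4 h.

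Between the UVD and SO groups averaged over both timepoints, a comparison of 4 against 4 arrays called 2 miRNAs. Of the 35 splits of the arrays, 2 gave as many, and the highest other split gave 3. The splits took no account of timepoint, so time changes can enter their counts, and chance could not be excluded.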

How the results depend on the processing

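Apart from the alternatives on the median spot signal, which were chosen only after the data were seen, the alternatives were planned; the replacement of undefined t-tests was also decided afterwards.

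The 9 candidates, which the study chose on these arrays, kept their direction under each of 21 alternatives. Many of these cannot move a fold change: other filters, other tests and variance models, the block, and leaving out arrays of groups not compared. Among the candidates, miR-204-5p alone changed its side of the threshold. It went to a log2 fold change of 0.77 (adjusted p = 0.0406; range 0.0406 to 0.476) without UVD 4 d replicate 2, and to 0.38 without UVD 4 d replicate 1. Moves of over 1.5 times in Table 1's comparisons, without a change of call, were those of miR-133b-3p from 0.23 to 0.067 and 0.39 without SO 4 h replicates 1 and 2 and to 0.46 and 0.49 with the 75th percentile scalings, of miR-219a-5p from -0.29 to -0.17 and -0.18 without replicate 2 of UVD 4 d and of SO 4 d, and of miR-31a-5p from 0.38 to 0.23 without SO 4 h replicate 1. With normexp miR-31a-5p had 0.25, miR-206-3p 0.53 against 1.15, miR-221-3p 0.40 against 0.65 and miR-133a-3p 0.22 against 0.49. The normexp offset of 50 by itself shrinks the changes of weak signals. With the authors' values miR-206-3p had 0.68 and miR-133a-3p 0.32, and with the median signal without background subtraction miR-206-3p had 0.69 and miR-221-3p 0.43. Outside the comparisons of Table 1, the log2 fold change of miR-219a-5p, UVD against SO at 4 h, went from -0.10 to 0.0725 and 0.0994 with scaling to the 75th percentile of detected and of all miRNAs. That of miR-218a-5p, UVD against SO at 4 d, went from -0.09 to 0 without SO 4 d replicate 1 and to -0.175 without SO 4 d replicate 2; the cause was not tested. With 1 array left out, miR-218a-5p at 4 h ran from 0.07 to 0.35 and miR-221-3p at 4 h from -0.35 to -0.14. For miR-218a-5p, UVD against SO at 4 h, the 75th percentile scalings gave 0.41 and 0.44 against 0.21. They moved the median of all miRNAs at 4 h from -0.01 to 0.12 and 0.15. With 2 arrays per group, leaving out 1 assumes that the lone array varies like the other groups.

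The counts of called miRNAs moved with the processing, and the cause was not tested. With both 75th percentile scalings they were 1 for the UVD timepoints, 1 for the UVD and SO groups at 4 h, 1 at 4 d, 1 for the SO timepoints, 2 for the difference of time changes and 2 for the average. Without the detection filter they were 2 for the UVD timepoints, 2 at 4 d, 2 for the SO timepoints, 3 for the difference and 2 for the average. At 4 h the count was 8 with the mean processed signal, 6 with an intensity trend, 9 with the compared groups only, 7 with array weights, 7 with normexp on the median signal and 0 with the methods' t-test. For the SO timepoints it was 19 with the authors' values, 20 with normexp, 2 with the compared groups only and 0 with the methods' t-test. The difference of time changes gave 0 with the authors' values, the mean processed signal, an intensity trend, normexp and median signal without background subtraction, and the average gave 1 with the mean processed signal and 2 with the compared groups only. Leaving out 1 array gave 0 to 11 for the UVD timepoints, 1 to 10 at 4 h, 0 to 2 at 4 d, 1 to 12 for the SO timepoints, 0 to 7 for the difference and 0 to 7 for the average, with 11, 10, 7 and 7 of these highest counts without UVD 4 h replicate 1, the 12 without SO 4 d replicate 1, and the 2 at 4 d without UVD 4 d replicate 2.

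The paper's limits selected 13 miRNAs with the authors' values, 13 with the median signal without background subtraction and 11 with normexp, and 42 to 72 with 1 array left out, the 72 without SO 4 d replicate 2. With normexp miR-7a-2-3p went from -1.55 to -0.14 between the SO timepoints and from -0.99 to -0.11 at 4 h. The normexp offset of 50 by itself shrinks changes at such low intensities, so these values do not test them. List differences called were 0 with an estimated correlation, 0 by fry and 14 to 30 with 1 array left out.

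With the replicate number as a replicate block, 2 miRNAs were called between the SO timepoints, and the counts of the other comparisons were unchanged. The numbers do not pair the samples: deviations of arrays of the same number correlated between -0.255 and 0.193. A block for slide or scan could not be run, with 1 slide and 1 scan. The methods' t-test first gave calls from miRNAs whose values were tied within each of the 2 groups compared, which are left undefined; 10 miRNAs between the UVD timepoints, 7 and 5 between the groups at 4 h and 4 d and 4 between the SO timepoints were tied with different means. miRNAs near the floor, such as miR-344b-5p, have little signal over background.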

Differences from the paper's values

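The authors' values give every fold change and p of Table 1, where values count as different when 1 is over 1.5 times the other. With the total gene signal no fold change was that far from the paper's, the widest apart being miR-206-3p, with 2.22 here and 1.598 in the paper, and 3 p-values of the methods' t-test were. The p of miR-219a-5p was within that ratio, but the 0.214 here lies above the paper's limit of 0.15 and the paper's 0.147 below it. For miR-31a-5p the paper gives 0.085 and the value here was 0.135; for miR-133a-3p the paper gives 0.058 and the value here was 0.101; for miR-133b-3p the paper gives 0.087 and the value here was 0.294. With the authors' values they were 0.0845, 0.0579 and 0.0868. With scaling to the 75th percentile of detected miRNAs none of the 3 differed, and with scaling to that of all miRNAs only miR-133a-3p did. miR-31a-5p did not differ without SO 4 h replicate 2 either, nor did miR-133b-3p with the mean processed signal. In the remaining alternatives each of the 3 differed wherever it could be computed. The 75th percentile scalings made other p-values differ: that of miR-219a-5p with both (0.302 and 0.365), that of miR-218a-5p with detected miRNAs (0.0379, the paper giving 0.064) and that of miR-497-5p with all miRNAs (0.0136, the paper giving 0.031). The p of miR-219a-5p also differed with the mean processed signal (0.228). With 1 array left out, the p-values of the other 6 candidates differed in at least 2 cases each, and the fold change of miR-206-3p did without UVD 4 h replicate 2 (2.48) and without UVD 4 d replicate 1.

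Against the paper's list of selected miRNAs, miR-497-5p, miR-133b-3p and miR-219a-5p did not meet the limits with the total gene signal, and all 9 candidates did with the authors' values. The limits on those values also selected miR-1949, miR-3573-3p, miR-381-3p and miR-6215, which Table 1 does not list. The human filter was not applied here.

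By qRT-PCR in other animals, the paper reports miR-218a-5p and miR-219a-5p as increased in the UVD group. The qRT-PCR also covered timepoints between 4 h and 4 d, and the paper's text does not name those that differed. The arrays cover 4 h and 4 d only, so they cannot be set against the qRT-PCR timepoint by timepoint. Table 1 of the paper itself gives miR-219a-5p as lower in the UVD group at 4 d (fold change 0.78). On the arrays, miR-219a-5p had log2 fold changes of -0.10 at 4 h and -0.29 at 4 d (adjusted p = 0.685 and 0.745), and miR-218a-5p had 0.21 and -0.09 (adjusted p = 0.474 and 0.911), so neither was shown to differ. For miR-221-3p the paper reports a difference at more than 1 timepoint by qRT-PCR, and on the arrays it had -0.24 at 4 h and 0.55 at 4 d (adjusted p = 0.464 and 0.701).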

Other observations

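The test of background subtraction was chosen only after the results were seen.

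Averaged over both timepoints, the choroid plexus list (median 0.24, camera adjusted p = 0.000398), the miR-17 family clusters (10 of 10 members, median 0.11, camera adjusted p = 0.00607), let-7 (9 of 9, median 0.05, camera adjusted p = 0.0452) and the paper's candidates (8 of 9, median 0.17, camera adjusted p = 0.0255), which the study chose on these samples, were higher in the UVD group, and the Dlk1-Dio3 cluster was lower (27 of 29, median -0.12, camera adjusted p = 6.3e-05). None passed with an estimated correlation (adjusted p = 0.569 with an estimated correlation). At 4 d alone the Dlk1-Dio3 cluster did not pass (22 of 29 lower, median -0.07, camera adjusted p = 0.0821), and its median at 4 h was -0.22. Its 4 h difference shares the SO arrays at 4 h with its change between the SO timepoints and with its difference of time changes. Of 19 alternatives, the call of let-7 was lost in 8, that of the candidates in 7 and that of the miR-17 family clusters in 2, with a miR-17 median of 0.033 without UVD 4 d replicate 2. The let-7 median was 0.021 and 0.09 without SO 4 h replicates 1 and 2, and the Dlk1-Dio3 median was -0.076 without SO 4 d replicate 1. With normexp the median was 0.0755 for the choroid plexus list and 0.085 for the candidates. With scaling to the 75th percentile of all miRNAs it was 0.18 for let-7, 0.17 for the miR-17 family clusters and -0.053 for the Dlk1-Dio3 cluster, and that of all miRNAs went from -0.02 to 0.08. Between the SO timepoints, the muscle miRNAs miR-206-3p and miR-1-3p had log2 fold changes of 1.00 and 0.89 (adjusted p = 0.2 and 0.164), beside 1.15 and -0.06 between the UVD timepoints. The difference of these time changes was 0.15 for miR-206-3p and -0.96 for miR-1-3p (adjusted p = 0.931 and 0.492).

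The fold changes of Table 1 differed from those of the total gene signal, nearer to 1 for 5 of the 9 candidates and farther for the others, with a median gap of 0.11 on the log2 scale. A hypothesis is that the authors' values hold no background subtraction. With median spot signals normalized without subtraction the median gap was 0.0391, under the bound of 0.05 set after the gap had been seen, which is consistent with this hypothesis.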
